# The AHL- and BDSF-Dependent Quorum Sensing Systems Control Specific and Overlapping Sets of Genes in *Burkholderia cenocepacia* H111

**DOI:** 10.1371/journal.pone.0049966

**Published:** 2012-11-20

**Authors:** Nadine Schmid, Gabriella Pessi, Yinyue Deng, Claudio Aguilar, Aurelien L. Carlier, Alexander Grunau, Ulrich Omasits, Lian-Hui Zhang, Christian H. Ahrens, Leo Eberl

## Abstract

Quorum sensing in *Burkholderia cenocepacia* H111 involves two signalling systems that depend on different signal molecules, namely *N*-acyl homoserine lactones (AHLs) and the diffusible signal factor *cis*-2-dodecenoic acid (BDSF). Previous studies have shown that AHLs and BDSF control similar phenotypic traits, including biofilm formation, proteolytic activity and pathogenicity. In this study we mapped the BDSF stimulon by RNA-Seq and shotgun proteomics analysis. We demonstrate that a set of the identified BDSF-regulated genes or proteins are also controlled by AHLs, suggesting that the two regulons partially overlap. The detailed analysis of two mutually regulated operons, one encoding three lectins and the other one encoding the large surface protein BapA and its type I secretion machinery, revealed that both AHLs and BDSF are required for full expression, suggesting that the two signalling systems operate in parallel. In accordance with this, we show that both AHLs and BDSF are required for biofilm formation and protease production.

## Introduction

Many bacteria are capable of coordinating gene expression in a cell density-dependent manner, a phenomenon commonly referred to as quorum sensing (QS) [1]. QS systems rely on the production and release of small signal molecules into the environment. Bacteria respond to these signals when their concentration has reached a certain threshold (and thus the bacterial population has attained a critical density), upon which expression of target genes is activated or repressed. Among the various QS signal molecules identified to date, the two most thoroughly investigated classes are the *N*-acyl-homoserine lactones (AHLs), which are produced by many Gram-negative bacteria, and small peptides, which are produced by many Gram-positive species [2], [3].

*Burkholderia cenocepacia* is a Gram-negative opportunistic pathogen belonging to the *Burkholderia cepacia* complex (Bcc), a group of 17 closely related bacterial species [4]. *B. cenocepacia* can cause airway infections in susceptible individuals, particularly in persons suffering from cystic fibrosis [5]. All members of the Bcc investigated so far utilize the AHL-dependent CepIR QS system [6]. CepI was shown to catalyze the synthesis of *N*-octanoyl homoserine lactone (C8-HSL) along with minor amounts of *N*-hexanoyl homoserine lactone (C6-HSL) [7]. At quorate population densities C8-HSL binds to its cognate transcriptional regulator CepR and in the AHL-bound form CepR binds to specific DNA sequences (so-called *cep* boxes) in the promoter region of target genes, thereby inducing or repressing gene expression [8]. Previous work has shown that the CepIR system regulates multiple functions, including virulence, biofilm formation, swarming motility, and the production of proteases, siderophores and antifungal compounds (reviewed in [9]). The CepR regulons of two *B. cenocepacia*, K56-2 and H111, have previously been determined using functional genomics approaches [8], [10], [11]. These investigations not only identified many genes encoding virulence factors [12] but has also shown that in strain H111 AHL-dependent expression of a large surface protein (*bapA*, BCAM2143) is critical for biofilm formation on abiotic surfaces [11].

Recent work has identified an additional QS system in *B. cenocepacia* that relies on BDSF (*Burkholderia* diffusible signal factor, *cis*-2-dodecenoic acid), which belongs to a rapidly growing family of fatty acid signal molecules [13], [14]. The biosynthesis of BDSF is driven by the product of *rpfF*_Bc_ (BCAM0581), an enoyl CoA hydratase [15]. RpfF_Bc_ is the first protein described to possess both dehydratase and thioesterase activity, which enables the direct conversion of the acyl carrier protein thioester of 3-hydroxydodecanoic acid into *cis*-2-dodecenoic acid [15]. More recently it has been demonstrated that the gene adjacent to *rpfF*_Bc_ encodes the BDSF receptor protein RpfR, which contains PAS-GGDEF-EAL domains [16]. It has been shown that upon binding of BDSF to RpfR the c-di-GMP phosphodiesterase activity of the protein is stimulated and as a consequence the intracellular c-di-GMP level is lowered. Hence, RpfR is the first example of a c-di-GMP metabolic enzyme that is directly activated by a cell-cell communication signal [16]. Disruption of either *rpfR* or *rpfF_Bc_* was shown to result in reduced motility, impaired biofilm formation, lowered proteolytic activity, and attenuated virulence [16]. All these phenotypes are also known to be AHL-regulated and we were therefore interested to investigate whether the two regulatory circuits regulate the same set of genes and whether they are interconnected or operate independently of each other.

In this study the BDSF stimulon of *B. cenocepacia* H111 was defined both at the transcript and protein level using RNA-Seq and shotgun proteomics. To determine the overlap of the AHL- and BDSF-dependent QS systems we compared the BDSF stimulon to the previously published CepR regulon [11]. In addition, we constructed a *cepI rpfF*_Bc_ double mutant and used it to assess the influence of the two signal molecules individually and in combination on biofilm formation and the production of proteases and on transcription of QS-regulated target genes. Our data demonstrate that, in spite of the observed decrease in AHL production in the *rpfF*_Bc_ mutant, the two QS systems regulate the tested phenotypes and genes independently, suggesting that they are not hierarchically arranged but operate in parallel under the experimental conditions used in this study.

## Results

### Mapping of the *B. cenocepacia* H111 BDSF Stimulon

To analyse the mode of action of the signalling molecule BDSF in strain H111, we conducted RNA-Seq genome-wide transcriptome analyses comparing the expression levels of a mutant in *rpfF*_Bc_ with those of the wild type and of the *rpfF*_Bc_ mutant supplemented by exogenous addition of BDSF. 

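RNA-Seq counts the reads that a library of cDNA fragments yields for each gene of the genome. The data set holds 3 libraries, 1 each from the H111 wild type, the rpfF mutant, which cannot make the fatty acid signal BDSF (cis-2-dodecenoic acid), and the same mutant grown with 10 µM BDSF, all harvested at an optical density of 2. The data set has no biological replicates, so a difference between 2 libraries has no replicate check within it. The intervals given at single genes cover counting error alone. For selected genes, the paper also measured transcripts by quantitative PCR in a separate biological replicate. The authors mapped the reads to the H111 genome with the CLC Genomics Workbench and deposited, for each of 7406 annotated features on 3 chromosomes, the number of uniquely mapped reads, the number of all gene reads (reads that map to several places included) and an RPKM value. Of these features, 7335 carry a locus identifier and 71 are listed by position without one. The paper names a GenBank record of H111 for the CCE nomenclature of its tables and for its protein set. The identifiers in the data follow another nomenclature, and positions are given as the authors list them. The uniquely mapped reads were used as counts and were divided by size factors. These were computed as the median of ratios to the geometric mean of the 3 libraries, without further scaling. The size factor of the wild type was 1, that of the mutant 1.49 and that of the mutant with BDSF 0.677. For the ranking of genes, the negative binomial test of the first DESeq version was rewritten with the 3 libraries treated as replicates for the dispersion fit, and the ranks alone were used, without p-values. The dispersion fit gave 0.0993 for highly expressed genes plus 0.751 divided by the mean count. The identifiers used in the data are not paired with the CCE, BCAL, BCAM or BCAS names of the tables, so genes are given by identifier and position, and the transcript level of rpfF itself in the mutant is not reported.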

The sum of mapped reads matching to mRNA transcripts varied between 296’000–634’000 reads per sample. This yield of uniquely mapping reads is in the range of what Yoder-Himes and colleagues [17] have reported for RNA-Seq analyses of two *B. cenocepacia* strains [17]. 

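The uniquely mapped reads summed to 446755 in the wild type, 634008 in the rpfF mutant and 296025 in the rpfF mutant with BDSF. They made up a small part of all gene reads, which numbered 38793229, 47647064 and 24393896 in the same order. The uniquely mapped share was 1.15% in the wild type (95% Wilson confidence interval 1.148 to 1.155%), 1.33% in the mutant (1.327 to 1.334%) and 1.21% in the mutant with BDSF (1.209 to 1.218%). Most of the remainder fell on 12 features without a locus identifier, 6 of 1524 bp and 6 of 2882 bp, which are the lengths of ribosomal RNA genes. They held 98.8% of all gene reads in the wild type, 98.6% in the mutant and 98.8% in the mutant with BDSF, and none of the uniquely mapped reads. The deposited RPKM values are scaled to the sum of all gene reads, ribosomal features included. The median feature had 6 uniquely mapped reads in the wild type, 9 in the mutant and 4 in the mutant with BDSF. At least 1 read was counted for 6247, 6527 and 5852 features, and at least 10 reads for 3051, 3546 and 2478 features, respectively. The 10 features with the most reads took 22.7% of the unique reads in the wild type, 18.4% in the mutant and 22.0% in the mutant with BDSF. The smallest share that 3 reads can show was 0.000672% of the unique reads in the wild type, 0.000473% in the mutant and 0.00101% in the mutant with BDSF, so low genes were measured least well in the library with BDSF.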

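Among the 150 top ranked genes of the wild type against the rpfF mutant, 111 had fewer normalized reads in the mutant and 39 had more. The best ranked of all was BCAZ2355, a gene of 390 bp on chromosome 2 from 2512934 to 2513323. It had 910 uniquely mapped reads in the wild type and 5 in the mutant, a wild type to mutant fold change of 271 after normalization (95% Clopper-Pearson confidence interval 116 to 838). BCAZ2357, which lies on the same chromosome from 2514430 to 2515164, had 122 reads in the wild type and 1 in the mutant, a fold change of 182 (32.0 to 7241). The width of these intervals comes from the few reads left in the mutant. The median fold change of the 111 genes was 5.09, and the smallest was 2.56. No read was counted in the mutant for 5 of them, and fewer than 10 were counted for 42. The counting interval excluded a fold change of 1 for each of the 111 genes, but it holds no variation between cultures. The genes were also picked from these same counts by a ranking that allows for more than counting error. That choice largely fixed the outcome in advance. The number of down-regulated genes moved most when genes were ranked by edgeR's exact test with a biological coefficient of variation fixed at 0.4, which gave 104 lower and 46 higher genes. From the number of genes with less transcript in the mutant, the paper states that most of the top ranked genes were down-regulated in the rpfF mutant, and it takes the 150 genes as the BDSF stimulon at the transcript level.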

Using the software DESeq [18], we focused on the 150 top ranked differentially expressed genes (Figure 1A), and noted that most of them (112 genes) were down-regulated in the *rpfF*_Bc_ mutant. 

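Restoration was counted when the wild type to complemented fold change of a down-regulated gene was under 2, a level fixed before the data were examined. This measure has no upper bound, so a gene above the wild type also counts. By it, 75 of the 111 down-regulated genes were restored in the mutant grown with BDSF, a share of 67.6% (95% Wilson confidence interval 58.4 to 75.6%, which takes the genes as independent), and 36 were not. Of the 75 genes, 15 were more than 2-fold above the wild type with BDSF, which leaves 60 of the 111 within 2-fold of the wild type in either direction, a share of 54.1% (44.8 to 63.0%). This second measure was chosen after seeing the data. Of the choices fixed beforehand, the level itself moved the result most. With a fold change under 1.5 and no upper bound the share was also 54.1%, and with a fold change under 3 it was 81.1%. The normalized count was higher with BDSF than without it in 104 of the 111 genes, and in 37 of them it was above the wild type. These genes were picked for a low count in the mutant library, so that choice alone favours a rise in another library. With the roles of the mutant and complemented libraries exchanged, the share counted as restored was 51.6% (47 of 91), which is no plain chance rate either. The median wild type to complemented fold change was 1.41. For 28 of the 111 genes, the counting interval of this fold change included 1. BCAZ2355 had 1143 reads with BDSF, and its wild type to complemented fold change was 0.539 (95% Clopper-Pearson confidence interval 0.494 to 0.589). BCAZ2357 had 152 reads with BDSF and a fold change of 0.544 (0.425 to 0.695).

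**Figure D1:**
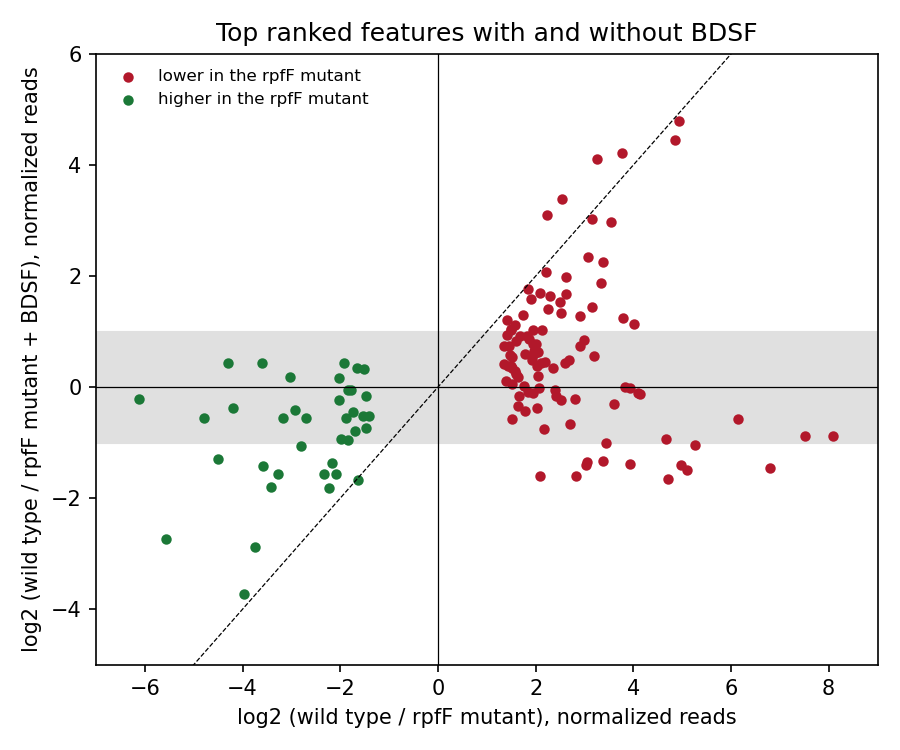
Each point is 1 of the 142 top ranked genes with reads in all 3 libraries, with the log2 ratio of wild type to rpfF mutant on the horizontal axis and of wild type to rpfF mutant with BDSF on the vertical axis (normalized reads; 8 genes with no read in 1 or more libraries are left out). The grey band marks levels within 2-fold of the wild type in either direction in the complemented mutant and holds 85 genes, 60 lower and 25 higher in the mutant without BDSF; genes on the dashed line had the same level with and without BDSF.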

For the majority of the down-regulated genes (85%), gene expression could be restored to wild type levels by supplementing the medium with 10 µM BDSF (Figure 1B). 

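Of the 150 top ranked genes, 39 had more normalized reads in the rpfF mutant than in the wild type. Their median normalized count was 19 in the wild type, 94.6 in the mutant and 29.5 in the mutant with BDSF. The mutant to wild type ratio had a median of 4.70 and ranged from 2.67 to 70.1. The largest ratio belonged to BCAZ0821, a gene of 2766 bp on chromosome 2 from 897089 to 899854, with 117 uniquely mapped reads in the wild type, 12219 in the mutant and 92 in the mutant with BDSF. Its log2 wild type to mutant fold change was -6.13. BCAZ0822 lies next to it from 899902 to 900273 and had 34, 934 and 30 reads in the same order, a log2 fold change of -4.20. With BDSF, the normalized count fell below that of the mutant in 38 of the 39 genes. These genes were picked for a high count in the mutant library, so that choice alone favours a fall in another library. The complemented to wild type fold change was under 2 in 26 of the 39, a share of 66.7% (95% Wilson confidence interval 51.0 to 79.4%). For 1 of these 26 no read was counted with BDSF, and the other 25 were within 2-fold of the wild type in either direction. When genes were ranked by edgeR's exact test with a biological coefficient of variation of 0.4, this share was 45.7%.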

Among the 150 differentially expressed genes (Table S1), 38 showed increased expression in the *rpfF*_Bc_ mutant, suggesting that BDSF also represses a set of genes. For a functional analysis we transferred the classifications that were made by the EggNOG software [19] for *B. cenocepacia* strain J2315 to the respective orthologs in *B. cenocepacia* strain H111. Using the EggNOG resource, a large number of protein-coding genes could be functionally classified in 26 proNOG categories (5270, 73%, see Material and Methods). Many of the genes that showed decreased expression in the *rpfF*_Bc_ mutant were previously shown to be controlled by the CepI/CepR QS system, including genes encoding the sugar-binding lectins BclACB (BCAM0186-84), the large surface protein BapA (BCAM2143) and the protease ZmpB (BCAM2307). Additionally, two gene clusters coding for the exopolysaccharide cepacian (BCAM1004-10 and BCAM0854-0864) were identified. We next compared the *rpfF*_Bc_ regulon of strain H111 with the recently published BDSF regulon of strain J2315 [20]. Surprisingly, from the set of 150 top ranked genes identified as BDSF-regulated in our study only three genes overlapped with the BDSF regulon determined for strain J2315, namely a dioxygenase (BCAM0811), a component of a type I secretion system located downstream of *bapA* (BCAM2142) and the permease of an ABC efflux pump (BCAM2225). This discrepancy may be due to differences between the strains and culture conditions.

**Figure 1:**
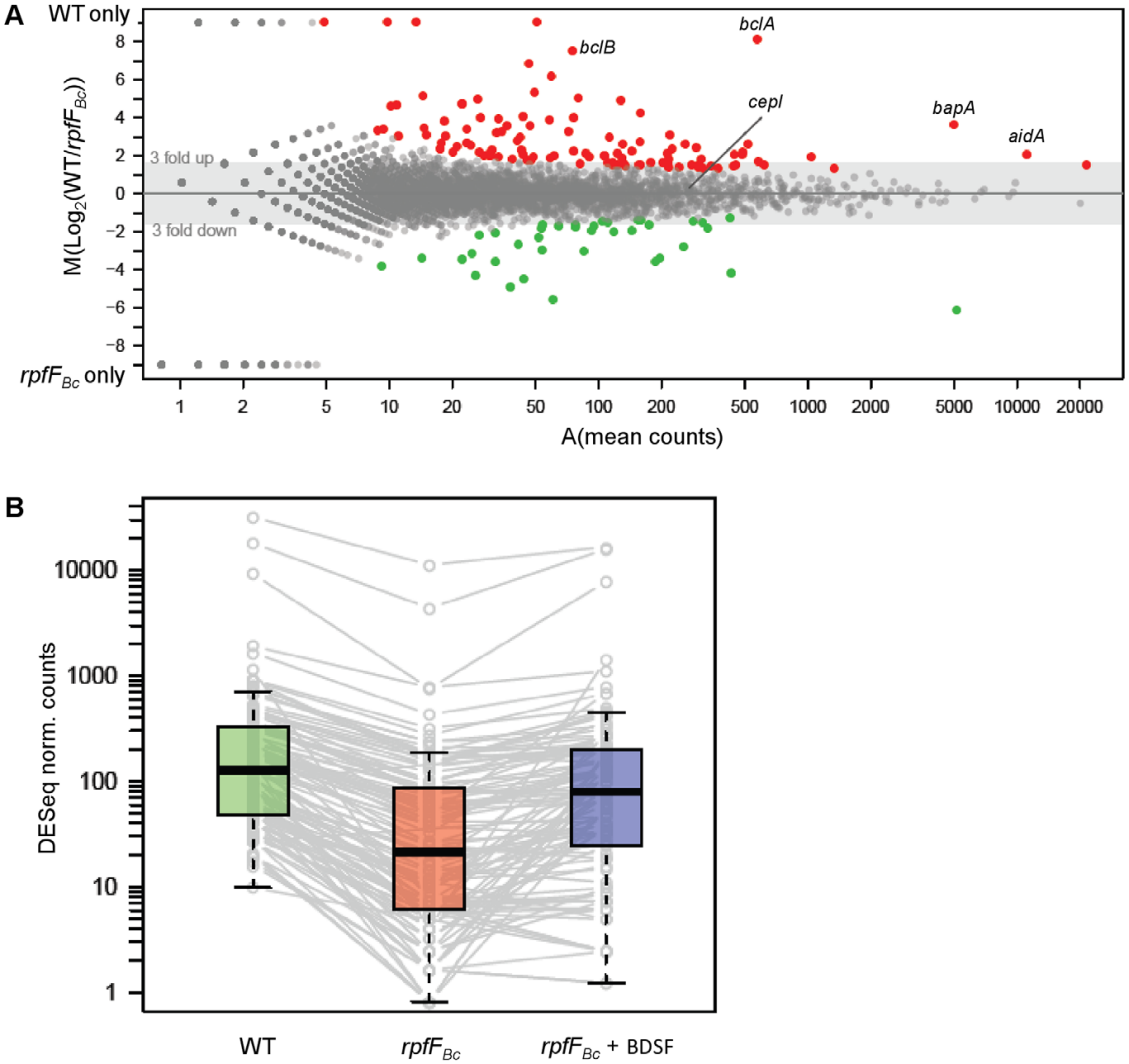
Mapping of the BDSF stimulon. (A) MA plot showing the fold change in transcript expression of all *B. cenocepacia* H111 genes versus the mean of identified reads in an *rpfF*_Bc_ mutant and wild type. The 112 down-regulated transcripts/proteins in the *rpfF*_Bc_ mutant are indicated in red, the 38 up-regulated genes in green. (B) Box plot demonstrating that supplementing the medium with 10 µM BDSF rescues the gene expression defects in the *rpfF*_Bc_ mutant.

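Reads were counted in the wild type or the rpfF mutant for 6811 of the 7406 features. The other 595 had no unique read in either library. Reads were found in the wild type alone for 284 features and in the mutant alone for 564, the mutant being the deeper library. A wild type to mutant fold change above 3 was found for 567 features and a mutant to wild type fold change above 3 for 776. Most of these rested on few reads. The 95% Clopper-Pearson interval, which covers counting error alone, excluded a fold change of 1 for 172 of the 567 features and 81 of the 776. For the 690 features with a mean of at least 100 normalized reads in these libraries, the quartiles of the log2 wild type to mutant fold change were -0.42 and 0.39.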

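The 111 down-regulated genes were spread over the 3 chromosomes, with 44 on chromosome 1, 58 on chromosome 2 and 9 on chromosome 3. Of the 39 up-regulated genes, 16 lay on chromosome 1 and 23 on chromosome 2, and 0 on chromosome 3. Many were direct neighbours. Among the 150 genes there were 59 pairs of adjacent features, against a median of 5 and a maximum of 15 in 10000 random lists of the same size matched on mean normalized count. The down-regulated genes formed 9 runs of at least 3 adjacent features, and the up-regulated genes formed 3. The longest run covered 10 features on chromosome 2 from 1866062 to 1878943, with 529 unique reads in the wild type, 31 in the mutant and 957 in the mutant with BDSF. A run of 6 features on chromosome 2 from 314580 to 331296 had 352, 23 and 13 reads in the same order, so that its wild type to mutant fold change was 22.8 and its wild type to complemented fold change 18.3. A run of 6 up-regulated features on the same chromosome from 338303 to 340763 had 93, 1347 and 152 reads.

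**Figure D2:**
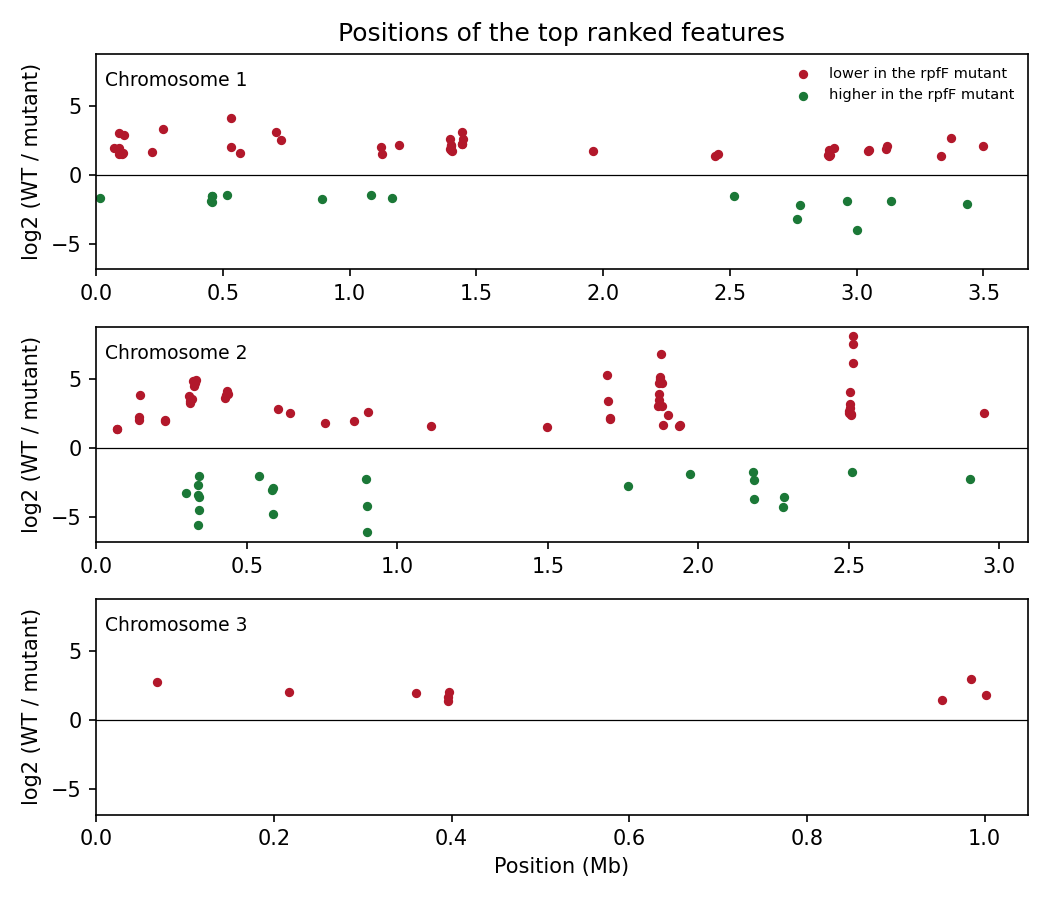
Each point is 1 of the 145 top ranked genes with reads in both the wild type and the rpfF mutant (5 genes without reads in the mutant are left out), placed by its position in Mb on each of the 3 chromosomes, with the log2 ratio of normalized reads in the wild type to the mutant on the vertical axis. Genes lower in the mutant lie above 0 and genes higher in the mutant below it, and stacks of points are neighbouring genes. An example is the run of 10 features from 1866062 to 1878943 on chromosome 2, whose members without reads in the mutant are not drawn.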

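For the 111 down-regulated genes, the median normalized count was 86 in the wild type (quartiles 36 and 241), 12.7 in the rpfF mutant (3.35 and 59.4) and 85.6 in the mutant with BDSF (20.7 and 217). The lower quartile with BDSF was below that of the wild type, while the medians differed by less than 1 normalized read. The counts reached 25626 in the wild type, 9048 in the mutant and 19727 with BDSF. The quartiles describe the spread over genes within 1 library per condition, not over cultures.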

### Comparative Proteome Analysis of the *B. cenocepacia* H111 Wild Type and its Isogenic *rpfF_Bc_* Mutant Derivative

In order to obtain a comprehensive view of the RpfF_Bc_ regulon, we also analyzed the protein expression profiles of the wild type, the *rpfF_Bc_* mutant and the *rpfF_Bc_* mutant supplemented with BDSF. For this purpose, proteins and total RNA (used for the RNA-Seq study, see above) were extracted from each sample in parallel, allowing for the best possible comparison of these datasets. Using stringent criteria (see Material & Methods for details), a total of 2′565, 2′420, and 2′685 proteins were detected in wild type, *rpfF_Bc_* mutant and supplemented *rpfF_Bc_* mutant, respectively. Therefore, approximately 35% of the *in silico* predicted *B. cenocepacia* H111 proteins were identified. Based on the target-decoy database search results, we could estimate that the overall peptide and protein false discovery rate (FDR) amounted to 0.8% and 2.7%, respectively. Similar to reads from RNA-Seq, the individual peptide spectrum matches (PSMs) also represent count data that can be analyzed with the DESeq software to identify differentially expressed proteins. In total, 116 proteins displayed significant changes in the *rpfF_Bc_* mutant (Table S2). Out of these, 81 proteins were significantly down-regulated in the mutant. When the medium was supplemented with BDSF, protein expression was restored to wild type levels in 91.5% of the cases. A correlation between proteomic and transcriptomic data showed that 29 genes/proteins are shared among the top ranked candidates when combining the results from both approaches (Table 1).

**Table 1:** List of genes and proteins differentially expressed using RNA-Seq and proteomics in the *rpfF_Bc_* mutant compared to the wild type.

				RNA Seq		Proteomics	
Locus ID CCE^a^	Orthologues J2315^b^	Description^c^	Gene name	wt vs *rpfF* d	wt vs *rpfF* compl^e^	wt vs *rpfF* f	wt vs *rpfF* compl^g^
CCE49245	BCAL0111	O-linked N-acetylglucosamine transferase		3.0	2.1	na	2.8
CCE46674	BCAL0249	50S ribosomal protein L6		0.4	0.9	1.6	1.5
CCE48190	BCAL0524	Flagellar motor switch protein		5.1	3.2	3.9	1.4
CCE48189	BCAL0525	Flagellar MS-ring protein		4.2	6.5	2.9	1.6
CCE53354	BCAL0762	Methyl-Apting chemotaxis protein		4.6	1.4	2.7	0.9
CCE53285	BCAL0831	Phasin family protein		2.9	0.7	3.2	1.4
CCE51557	BCAL1059	Bifunctional N-succinyldiaminopimelate-aminotransferase/acetylornithine transaminase protein		2.8	1.6	0.5	0.8
CCE50475	BCAL2352	Carbonic anhydrase		4.3	1.0	7.0	1.1
CCE49840	BCAL3041	Protein involved in carbohydrate transport		4.5	2.0	0.5	1.6
CCE51244	BCAL3285	Nitric oxide dioxygenase; flavohemoprotein		6.7	0.6	na	0.8
CCE46722	BCAM0184	Fucose-Binding lectin protein	*bclB*	183.0	0.5	na	0.8
CCE46720	BCAM0186	Fucose-Binding lectin protein	*bclA*	280.2	0.5	na	1.1
CCE46715	BCAM0191	Non-ribosomal peptide synthetase		5.2	0.9	na	0.7
CCE46713	BCAM0192			9.4	1.5	na	1.2
CCE46711	BCAM0194			7.9	1.6	na	0.4
CCE46710	BCAM0195	Non-ribosomal peptide synthetase		6.6	1.4	na	0.8
CCE46709	BCAM0196			5.9	0.9	14.0	0.9
CCE50899	BCAM0853	Transposase		3.1	0.8	10.0	0.7
CCE50898	BCAM0854	Mannose-6-phosphate isomerase		8.3	0.4	na	0.4
CCE50892	BCAM0859	Protein involved in capsule organization		31.8	0.4	na	0.7
CCE48736	BCAM1004	Gdp-Mannose 4,6-dehydratase		4.3	0.3	na	0.5
CCE47169	BCAM1572	Methyl-Apting chemotaxis protein		3.0	1.2	3.0	1.5
CCE46959	BCAM1745	Atpase		0.01	0.8	0.2	2.2
CCE53120	BCAM2140	Type I secretion membrane fusion protein		15.8	1.0	na	1.4
CCE53119	BCAM2141	ABC transporter protein		16.0	0.9	na	1.0
CCE53117	BCAM2143	Calcium ion binding protein	*bapA*	12.2	0.8	41.5	0.7
CCE53024	BCAM2224	Protein involved in siderophore transport		31.5	28.0	na	na
CCE53019	BCAM2230	Non-ribosomal peptide synthetase		11.8	7.9	na	na
CCE46201	BCAM2627	Protein involved in iron ion transport		6.2	11.0	10.0	10.0

a Nomenclature according to GenBank file CAFQ01000001.1.

b Orthologs were identified as described in the Material and Methods section.

c Description according to the EggNOG classification.

d Fold change (FC) of transcript expression, comparing wild type strain with *rpfF* mutant grown in LB medium until an OD of 2.

e Fold change (FC) of transcript expression, comparing wild type strain with complemented *rpfF* mutant grown in LB medium until an OD of 2.

f Fold change (FC) of protein expression, comparing wild type strain with *rpfF* mutant grown in LB medium until an OD of 2.

g Fold change (FC) of protein expression, comparing wild type strain with complemented *rpfF* mutant grown in LB medium until an OD of 2.

na, not applicable because the read number or spectral counts in the mutant or complemented strains is equal 0.

### Comparison of the *B. cenocepacia* H111 RpfF_Bc_ and CepR Regulons

A recent transcriptomic study using a custom *B. cenocepacia* oligonucleotide microarray showed that expression of 103 genes was decreased at least two-fold in a *cepR* mutant derived from *B. cenocepacia* strain H111 [11]. When those data were compared to the RNA-Seq data obtained in the present study, a total of 31 overlapping genes were found to be differentially expressed in both the *cepR* and the *rpfF*_Bc_ mutant (Figure S1, Table 2). Among the co-regulated genes was the *bclACB* lectin operon and genes coding for the large surface protein BapA and enzymes for the biosynthesis of the exopolysaccharide cepacian (Table 2). Interestingly, expression of *aidA* and *cepI,* which were previously demonstrated to be directly controlled by CepR through binding of the CepR/C8-HSL complex to the promoter regions of these target genes [21], was only marginally affected by BDSF. The expression and regulation of selected target genes (*bclA*, *cepI*, *aidA*) was validated by quantitative real time PCR using RNA from an independent biological replicate (Table 3). The expression profile of a *cepR* or a *cepI* mutant did not reveal any influence on *rpfF_Bc_* expression by the AHL-dependent QS system, neither at the transcript (Table 3) nor at the protein level [11]. Moreover, *cepR* transcription was not affected by the BDSF signalling molecule. However, qPCR analysis and shotgun proteomics indicated a significant decrease of *cepI* and CepI levels in an *rpfF_Bc_* mutant (Table 3 and Table S2). In agreement with these results we observed that the production of AHL signal molecules was reduced in the *rpfF_Bc_* mutant when compared to the wild type (see below).

**Table 2:** List of genes differentially expressed in the *rpfF_Bc_* and *cepR* mutant, using the wild type as baseline.

Locus ID CCE^a^	Orthologues J2315^b^	Description^c^	Gene name	wt vs *rpfF* d	wt vs *rpfF* comp*l* e	wt vs *cepR*
CCE49231	BCAL0124	Transcriptional activator FlhD		3.7	1.5	0.5
CCE53285	BCAL0831	Phasin family protein		2.8	0.7	3.2
CCE52825	BCAL0833	Acetoacetyl-Coa reductase		4.3	1.1	3.0
CCE51553	BCAL1063	Succinylarginine dihydrolase		2.8	1.4	0.5
CCE50476	BCAL2353	Sulfate permease		18.4	0.9	2.2
CCE51244	BCAL3285	Nitric oxide dioxygenase; flavohemoprotein		6.5	0.6	25.8
CCE46722	BCAM0184	Fucose-Binding lectin protein	*bclB*	181.0	0.5	5.1
CCE46721	BCAM0185	Fucose-Binding lectin protein	*bclC*	73.5	0.7	3.3
CCE46720	BCAM0186	Fucose-Binding lectin protein	*bclA*	274.4	0.5	9.0
CCE46715	BCAM0191	Non-ribosomal peptide synthetase		5.3	0.9	12.8
CCE46713	BCAM0192			9.2	1.5	46.8
CCE46712	BCAM0193			17.1	2.3	47.7
CCE46711	BCAM0194			8.0	1.6	52.2
CCE46710	BCAM0195	Non-ribosomal peptide synthetase		6.5	1.4	34.0
CCE46709	BCAM0196			6.1	0.9	37.7
CCE50917	BCAM0835	Transcriptional regulator, AraC family protein		4.9	1.2	4.3
CCE48735	BCAM1005	Acyltransferase		4.6	0.6	2.2
CCE48728	BCAM1010	Utp–Glucose-1-Phosphate uridylyltransferase		39.4	0.5	2.4
CCE46959	BCAM1745	Atpase		0.01	0.8	0.4
CCE50321	BCAM1871	3-Hydroxy-3-Methylglutaryl-Coenzyme A reductase		3.5	0.8	32.5
CCE53256	BCAM2060	Natural resistance-associated macrophage protein		0.1	0.8	0.4
CCE53120	BCAM2140	Type I secretion membrane fusion protein		16.0	0.9	3.1
CCE53119	BCAM2141	ABC transporter protein		16.0	0.9	4.4
CCE53118	BCAM2142			14.9	1.0	5.3
CCE53117	BCAM2143	Calcium ion binding protein		12.1	0.8	5.1
CCE53089	BCAM2169	Outer membrane autotransporter protein		2.6	0.9	2.1
CCE53021	BCAM2227	Pyochelin biosynthetic protein		na	na	2.2
CCE52940	BCAM2307	Metalloendopeptidase	*zmpB*	3.7	1.4	8.7
CCE52939	BCAM2308	Aminopeptidase		4.0	1.5	5.3
CCE52108	BCAS0292		*aidA'*	3.2	0.9	138.1
CCE52109	BCAS0293		*aidA*	4.0	0.8	167.2

a Nomenclature according to GenBank file CAFQ01000001.1.

b Orthologs were identified as described in the Material and Methods section.

c Description according to EggNOG categories.

d Fold change (FC) of expression, comparing wild type strain with *rpfF* mutant grown in LB medium until an OD of 2.

e Fold change (FC) of expression, comparing wild type strain with complemented *rpfF* mutant grown in LB medium until an OD of 2.

f Fold change (FC) of expression comparing wild type strain with *cepR* mutant grown in LB medium until an OD of 2 [11].

na, not applicable because the read number in the mutant or complemented strains is equal 0.

**Table 3:** Validation of RNA-Seq results using quantitative PCR analysis.

Locus ID CCE^a^	Orthologues J2315^b^	Description^c^	gene name	wt vs *rpfF* d	wt vs *rpfF* compl^e^	wt vs *cepR* f	wt vs *cepR* compl^g^
CCE46720	BCAM0186	Fucose-Binding lectin protein	*bclA*	74	1.2	4.1	0.4
CCE48446	BCAM0581	Enoyl-CoA hydratase/carnithine racemase	*rpfF*	0.6	0.3	0.7	0.8
CCE48447	BCAM0580	EAL/GGDEF domain protein	*rpfR*	1	0.6	0.8	0.5
CCE50322	BCAM1870	N-acyl-L-homoserine lactone synthetase	*cepI*	3.2	1.6	65.0	0.8
CCE50324	BCAM1868	Transcriptional regulator protein	*cepR*	1.7	1.8	0.6	0.3
CCE50476	BCAL2353	Sulfate permease		6	1.8	4.2	1.1
CCE50898	BCAM0854	Mannose-6-phosphate isomerase		11.3	1	6.3	0.6
CCE52109	BCAS0293	AidA	*aidA*	6	1.8	685.0	0.5

a Nomenclature according to GenBank file CAFQ01000001.1.

b Orthologs were identified as described in the Material and Methods section.

c Description according to EggNOG classification.

d Fold change (FC) of expression, comparing wild type strain with *rpfF* mutant grown in LB medium until an OD of 2.

e Fold change (FC) of expression, comparing wild type strain with complemented *rpfF* mutant grown in LB medium until an OD of 2.

f Fold change (FC) of expression comparing wild type strain with *cepR* mutant grown in LB medium until an OD of 2.

g Fold change (FC) of expression, comparing wild type strain with complemented *cepR* mutant grown in LB medium until an OD of 2.

### Both Signal Molecules are Required for Maximal Expression of *bapA* and *bclACB*

In order to understand how the two QS systems co-regulate gene expression, we assessed the impact of AHL and of BDSF on the expression of selected target genes. To this end, we constructed a *cepI rpfF_Bc_* double mutant and used this strain as genetic background to test the effect of the two signal molecules individually and in combination on transcription of target genes. Specifically, we generated *lacZ* transcriptional fusions to the promoter regions of genes that were regulated either by both AHL and BDSF (*bapA*), primarily by BDSF (*bclACB*), or primarly by AHLs (*aidA*) (Table 1, Table 3).

In agreement with the global analyses, which showed that *bapA* expression is regulated by both AHLs and BDSF (Table 2), the P*_bapA_*-*lacZ* fusion showed greatly decreased activity in the *cepI rpfF*_Bc_ double mutant compared to the wild type (Figure 2A). Interestingly, the activity of the *bapA* promoter was restored to wild type levels only when the medium was supplemented with both C8-HSL and BDSF (Figure 2A). Addition of either C8-HSL or BDSF resulted in only partial restoration of *bapA* promoter activity. Likewise, activity of the P*_bclA_*-*lacZ* fusion was only restored to the level of the wild type when both signalling molecules were added to the growth medium (Figure 2B). In contrast to the *bapA* promoter the addition of C8-HSL alone did not stimulate transcription of *bclACB* while the addition of BDSF resulted in a partial restoration of *bclACB* promoter activity. To confirm these results we performed a Western Blot analysis using antibodies directed against the lectin BclB (BCAM0184, which is co-transcribed with *blcA* [11]) (Figure 2D). We observed that BclB could only be detected in the double mutant Δ*cepI rpfF*_Bc_ when it was grown in the presence of BDSF. These data further support the idea that expression of BclB is primarily driven by BDSF. We also assessed the promoter activity of *aidA*, a gene already known to be very stringently AHL-regulated [11], [22], in the *cepI rpfF*_Bc_ mutant background. The activity of this promoter fusion was negligible in a double *cepI rpfF*_Bc_ mutant background and could be fully restored after supplementing the medium with AHLs, whereas the addition of BDSF did not show any effect (Figure 2C). In agreement with these results, AidA levels could only be restored after supplementing the strain with AHLs (Figure 2D). In conclusion, our data suggest that the expression of several genes is controlled by both QS systems and that the contribution of each of the systems is variable.

**Figure 2:**
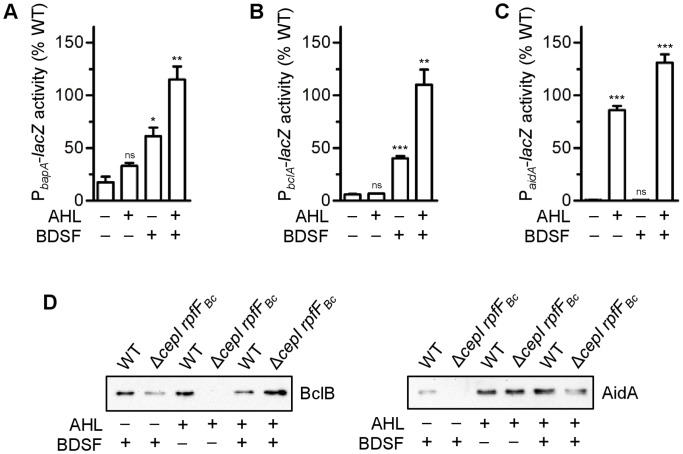
The role of the two QS systems in the regulation of selected genes. The *bapA* (A), *bclA* (B), and *aidA* (C) promoter activities were assessed by means of transcriptional *lacZ* fusions in the H111 wild type strain and in the mutant defective in AHL and BDSF synthesis (Δ*cepI rpfF*_Bc_). The strains were grown to late exponential growth phase in LB Lennox broth in the absence or presence of signal molecules (200 nM C8-HSL; 10 µM BDSF) as indicated by+and - below each bar. Error bars indicate SEM, n = 3. * P<0.05, ** P<0.01, *** P<0.001 (t-test, two-tailed) compared to Δ*cepI rpfF*_Bc_ without signalling molecule (ns, not significant) (D) Expression of BclB and AidA in the H111 wild type and the double mutant Δ*cepI rpfF_Bc_* as assessed by Western Blot analysis. The strains were grown on plates in the presence or absence of signal molecules as indicated by+and - below each band.

### The BDSF-dependent QS System Affects AHL Levels

The gene cluster coding for BapA and its export machinery was recently shown to be under the control of CepI/CepR [11]. In the present study we observed that expression of *bapA* in the *rpfF*_Bc_ mutant background was reduced (Table 1, Figure 2A). Given that our data also showed a reduced expression of *cepI* in this mutant background (Table 3, Table S2), we hypothesised that the BDSF-dependent QS system could positively regulate the production of AHLs. To test this hypothesis, we quantified the amount of AHLs produced by the *rpfF*_Bc_ mutant by the aid of the biosensor *P. putida* F117/pAS-C8 [23]. We found that the AHL-levels were 50% lower in the *rpfF*_Bc_ mutant relative to the wild type (Figure 3). The AHL levels were fully rescued when *cepI* was expressed from plasmid pBBRcepI in the BDSF-deficient mutant (Figure 3). These findings were in agreement with our qPCR and proteomics data, which showed a down-regulation of *cepI* in an *rpfF*_Bc_ mutant (Table 3 and Table S2). We also observed that the activity of a P*_cepI_*-*lacZ* promoter fusion was reduced in the *rpfF_Bc_* mutant (Figure S2) and the promoter activity was fully restored after supplementing the medium with either BDSF or C8-HSL. Interestingly, when the fusion was tested in a *cepI* mutant background the promoter activity could not be restored by the addition of BDSF (Figure S2), suggesting that the reduced transcription of *cepI* is a direct consequence of the lowered amounts of AHLs produced by the BDSF mutant.

**Figure 3:**
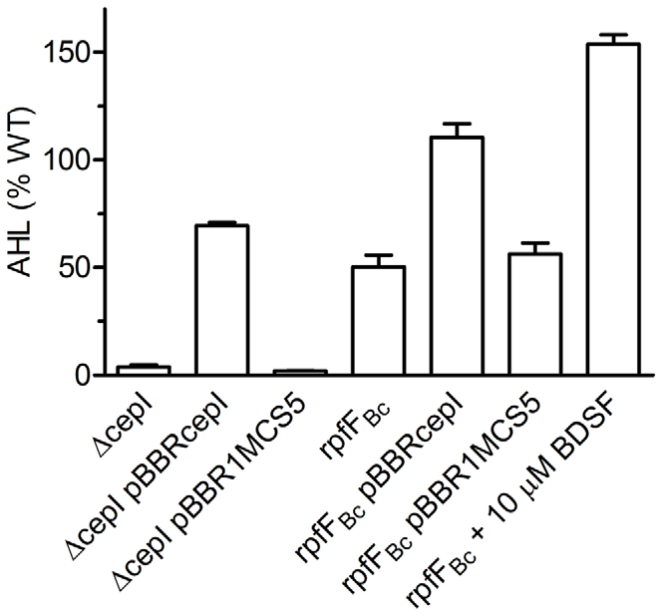
AHL-levels are reduced in an *rpfF_Bc_* mutant. The amount of AHLs produced by the *cepI* and the *rpfF_Bc_* mutant with *cepI* constitutively expressed from plasmid pBBRcepI or with the empty plasmid control pBBR1MCS5 was quantified by the aid of the biosensor *P. putida*/pAS-C8. Error bars indicate SEM, n≥3.

In agreement with our global analyses, we observed that inactivation of *cepI* or *cepR* did not affect the amount of BDSF produced (Figure S3).

### BDSF and AHLs co-regulate Biofilm Formation and Production of Proteolytic Activity

We next examined whether the reduced AHL level of the *rpfF*_Bc_ mutant affected known AHL-controlled phenotypes. To this end, we quantified the biofilms formed by the *cepI rpfF*_Bc_ double mutant grown with or without exogenous addition of C8-HSL or BDSF. As shown in Figure 4A, the double mutant was defective in biofilm formation relative to the wild type and this defect could only be restored when both signalling molecules were added to the growth medium. In agreement with this observation, neither overexpression of CepI nor the addition of C8-HSL or BDSF to the growth medium lead to full restoration of the biofilm defect in the *rpfF*_Bc_ mutant (Figure S4).

**Figure 4:**
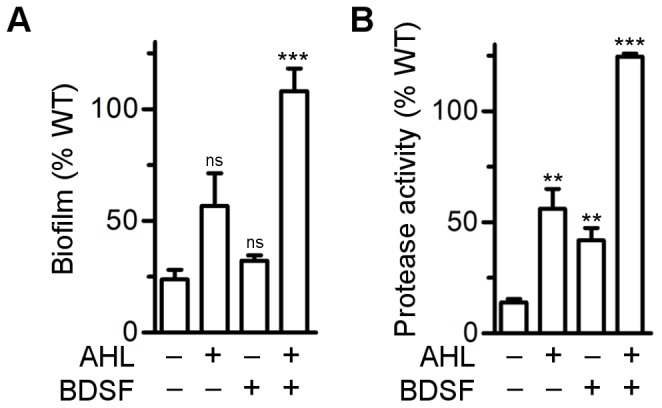
Biofilm formation and protease activity are co-regulated by AHL and BDSF. (A) Biofilm formation in ABC minimal. (B) Protease activity in NYG medium. The strains tested are the wild type H111 and the *cepI rpfF*_Bc_ double mutant. Strains were grown in the presence of absence of signal molecules (200 nM C8-HSL; 10 µM BDSF) as indicated by+and - below each bar. Error bars indicate SEM, n≥3. ** P<0.01, *** P<0.001 (t-test, two-tailed) compared to Δ*cepI rpfF*_Bc_ without signalling molecule (ns, not significant).

Previous studies have shown that the proteolytic activity of *B. cenocepacia* H111 is regulated by both AHLs and BDSF [11], [24]. Consistently, we found that transcription of a zinc-metalloprotease (*zmpB*, BCAM2307) was down-regulated in the *rpfF_Bc_* mutant (Table 2). We therefore tested the influence of BDSF and C8-HSL on the production of extracellular proteases of the *cepI rpfF*_Bc_ double mutant. We observed that, similar to biofilm formation, both signalling molecules were needed to fully restore proteolytic activity (Figure 4B).

## Discussion

Our combined RNA-Seq and proteome analysis revealed that the set of genes regulated by BDSF in *B. cenocepacia* H111 shows a substantial overlap with the set of genes recently shown to be CepR-regulated (Figure S1). However, we also identified some genes that were almost exclusively regulated by one of the two QS systems. For example, the gene *aidA*, which encodes a protein required for killing of the nematode *Caenorhabditis elegans* [22], is stringently regulated by C8-HSL (>100-fold at the transcript level, Table 3, Figure 2C and D) whereas the effect of BDSF is marginal (4-fold to 6-fold at the transcript level, Tables 2 and 3, Figure 2C and D). It is important to note that the *aidA* promoter region contains a *cep* box, i.e. a CepR binding site, which is required for AHL-dependent transcriptional activation of this gene [22]. Likewise, we observed that genes containing a *bona fide cep* box in their upstream regions are more strongly affected by the CepI/R than the RpfR/F system (Table S3). At the other extreme, expression of the lectin BclB, which is encoded by the last gene of the *bclACB* operon [11], in the *cepI rpfF_Bc_* double mutant was found to be strongly dependent on BDSF while C8-HSL showed little effect (Figure 2D, Table 2). We have previously shown that in a *cepI* mutant strain transcription of the *bclACB* operon is approximately 6-fold down-regulated relative to the wild type and that this defect is reversed by the addition of C8-HSL to the medium [11]. The evidence presented in this study suggests that AHL-dependent regulation of the *bclACB* operon only occurs when the BDSF-dependent QS system is intact (Figure 2D, Table 3). In summary, these data suggests that the CepIR system synergistically enhances BDSF-dependent activation of *bclACB* expression. The underlying molecular mechanism of how the two QS systems interact in the expression of the lectin operon remains to be elucidated.

It has not escaped our attention that the *rpfF_Bc_* mutant produces significantly reduced amounts of AHL signal molecules, most likely due to lowered transcription of *cepI* (Table 3, Figure S2). This result suggests a hierarchical arrangement of the two QS systems with the RpfF/RpfR system being on top of the CepI/CepR system. However, several of our results do not support this conclusion. Expression of some of the well-characterized AHL-regulated genes, including *aidA*, was only marginally affected in an *rpfF_Bc_* mutant background. In the case of *bapA*, which was shown to be regulated by both systems, addition of AHLs to the BDSF-deficient mutant did not restore expression of this gene to the level of the wild type, which would have been expected if the AHL-dependent circuitry operated downstream of the BDSF system. Likewise, biofilm formation and proteolytic activity was dependent on both signal molecules (Figure 4) and could not be rescued to wild type levels when the BDSF mutant was grown in the presence of AHLs (Figures S4 and S5). Only in the case of proteolytic activity a partial complementation was observed in the presence of AHLs (Figure S5) and this effect may be attributed to the lowered level of the signal molecule. Extracellular proteolytic activity of *B. cenocepacia* is mainly conferred by two metalloproteases, ZmpA and ZmpB [25], [26]. The expression of *zmpA* in a *rpfF_Bc_* mutant of *B. cenocepacia* J2315 was previously shown to be restored when the medium was supplemented with either AHLs or BSDF [27], which may in part explain the slight increase in proteolytic activity when the *cepI rpfF_Bc_* double mutant was grown in the presence of C8-HSL. Importantly, it has been demonstrated that the ZmpB protease has greater activity against casein [26] and thus our measurements mainly reflect the activity of this protease, the expression of which appears to be dependent on both QS systems (Table 2). In conclusion, our data suggest that the reduced AHL levels of the BDSF-deficient mutant are not, at least not solely, responsible for the observed phenotypic defects.

It is noteworthy that the amount of C8-HSL produced by different *B. cenocepacia* strains varies dramatically, with concentrations ranging from 1 nM to 0.2 µM [7]. The CF isolate used in this study, strain H111 [7], [28] produces very high levels (0.2 µM) of C8-HSL. Although the BDSF mutant produces less (50%) AHLs relative to the H111 wild type it still produces much higher amounts of the signal molecule than many other *B. cenocepacia* wild type strains, including the frequently studied strains K56-2 and J2315 [7]. We therefore cannot exclude the possibility that in strains producing very low amounts of C8-HSL inactivation of *rpfF_Bc_* has a more pronounced effect on expression of AHL-regulated functions. In a recent study evidence was presented that inactivation of *rpfF_Bc_* in *B. cenocepacia* J2315 also resulted in a lowered AHL level, albeit this reduction was found to be insignificant when the AHL concentration was normalized against the cell density [27].Given that the amount of AHLs produced by strain J2315 is very low, a further reduction is difficult to quantify with standard methods and this may be the reason for the statistically insignificant results. In addition, the difference between the studies may be due to different growth conditions (Anwar minimal medium versus LB) or the fact that *B. cenocepacia* J2315 harbors an additional QS system [29].

In conclusion, our data support a model in which the two QS systems operate in parallel to control specific as well as overlapping sets of genes (Figure 5). This model is also in accordance with the finding that the AHL and BDSF stimulons do not completely overlap and some genes are almost exclusively regulated by just one of the QS systems. It has recently been shown that binding of BDSF to its cognate receptor RpfR activates the c-di-GMP phosphodiesterase activity of this protein, which leads to a lowered intracellular c-di-GMP level [16]. At present it is unknown how this change in c-di-GMP level affects transcription of target genes.

**Figure 5:**
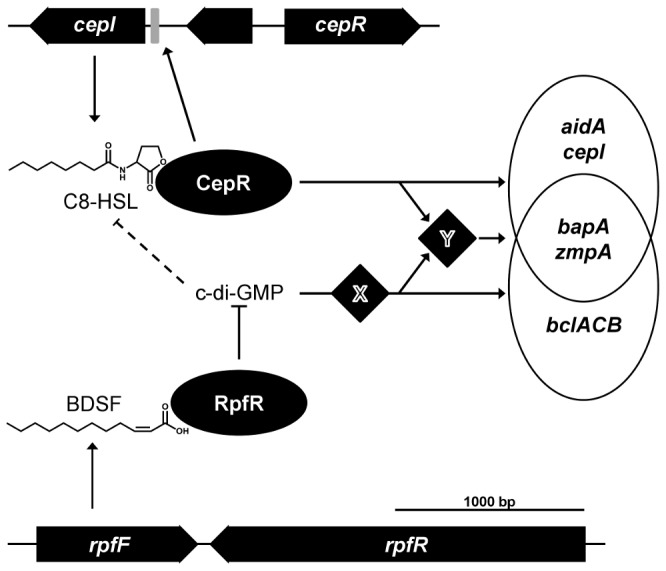
Schematic presentation of the two *B. cenocepacia* H111 QS circuitries. The CepI/CepR system consists of the AHL synthase CepI directing the synthesis of C8-HSL, and of the transcriptional regulator CepR. The RpfF/RpfR system consists of RpfF which directs the synthesis of BDSF, and of its cognate receptor RpfR. Upon binding of BDSF to RpfR the c-di-GMP phosphodiesterase activity of the protein is stimulated and as a consequence the intracellular c-di-GMP level is lowered. The two QS systems operate in parallel to control specific as well as overlapping sets of genes. Our working model assumes an unknown c-di-GMP receptor protein × that stimulates transcription of target genes. Alternatively, the two QS cascades converge and control the expression or the activity status of an unknown common regulator Y, which in turn regulates expression of target genes. C-di-GMP has a negative regulatory effect on AHL levels via an unknown mechanism (depicted by the dashed line).

In our working model we assume an unknown c-di-GMP receptor protein × that activates transcription of target genes either directly or *via* a regulatory cascade. Given that most genes that were found to be regulated by both QS systems are not directly regulated by CepR/C8-HSL, it is also possible that the two QS cascades converge and control the expression or the activity status of an unknown common regulator Y, which in turn regulates expression of target genes (Figure 5). Work currently under way aims at distinguishing between the two possibilities and at identifying the c-di-GMP effector.

## Materials and Methods

### Bacterial Strains, Plasmids and Growth Conditions

Strains and plasmids used in this study are listed in Table S4. Unless otherwise stated, strains were grown aerobically at 37°C in LB Lennox broth (Difco). Complementation assays were performed with 10 µM BDSF (Sigma) and/or 200 nM C8-HSL (Sigma). Antibiotics were used at the concentrations (in µg/ml) indicated in parentheses: for *E. coli*, ampicillin (100), kanamycin (30), and tetracycline (10); and for *B. cenocepacia*, kanamycin (50), gentamicin (10), trimethoprim (100), and chloramphenicol (60). Growth was monitored spectrophotometrically by measurement of optical density at 600 nm (Ultrospec Pro 2100, GE Healthcare, Switzerland).

### Construction of *B. cenocepacia* H111 Mutants

A deletion mutant of *B. cenocepacia* H111 *cepI* was created using a modified version of the Gateway method described by Choi and Schweizer [30] and modified by Carlier *et al.* [31]. Briefly, the flanking regions of the *cepI* gene were amplified by PCR using oligonucleotide primers cepIDnkan, cepIDnGW, cepIUpGW and cepIUpkan listed in Table S5. A kanamycin-resistance cassette derived from plasmid pKD4 was inserted between the flanking regions of the gene of interest using a PCR overlap technique with primer GW-attB1 and GW-attB2, listed in Table S5. The resulting PCR product containing the Km-resistance cassette flanked by gene-specific DNA was cloned into the Gateway Entry vector pDONR221 using the BP clonase II kit (Invitrogen). The constructs were then genetically transferred into the suicide vector pAUC40 using the LR clonase kit II (Invitrogen), resulting in plasmid pAUC51. The plasmid was introduced into *E. coli* strain S17-1 and conjugally transferred into the wild type strain *B. cenocepacia* H111. Allelic replacement events were selected based on resistance to kanamycin and sensitivity to streptomycin and verified by PCR. Marker-free strain BcepX2 was created by conjugally transferring plasmid pBBR1MCS5::FLP into strain BcepX1. Colonies sensitive to kanamycin were selected and pBBR1MCS-5::FLP was cured after passaging on sucrose-containing medium and selecting colonies sensitive to gentamycin. The loss of the *kanR* cassette was verified by PCR. To generate an *rpfF*_Bc_ insertion mutant, an internal fragment of *rpfF*_Bc_ was amplified by PCR using the primer pair rpfF_Bc_-fw/rpfF_Bc_-rev (Table S5) and inserted as a BamHI/HindIII fragment into the respective sites of plasmid pSHAFT2, generating pSHAFT-rpfF_Bc_. The plasmid was transferred by triparental conjugation to *B. cenocepacia* H111 wild type to generate a BDSF deficient single mutant *rpfF*_Bc_ or to *B. cenocepacia* H111 Δ*cepI* to generate the AHL and BDSF deficient double mutant Δ*cepI rpfF*_Bc_. The integrity of the insertion was verified by PCR using oligonucleotides rpfFBccheck and pSHAFTcheck (Table S5). For constitutive expression of *cepI*, the gene was amplified with primers cepI_orf_fw and cepI_orf_rev (Table S5), digested with *EcoRI* and *XbaI* and cloned into pBBR1MCS-5 cut with the same enzymes.

### RNA Isolation and cDNA Synthesis

Total RNA from wild type and mutant strains grown aerobically in complex LB medium until an OD of 2 was extracted using a modified hot acid phenol protocol [32], further purified (RNeasy kit, Qiagen), and its quality checked using RNA Nano Chips (Agilent 2100 Bioanalyzer; RIN>8). The removal of genomic DNA by DNAseI (Promega) treatment was controlled by a PCR (which targets *aidA*) with 40 cycles. Ten micrograms from each total RNA sample were annealed with random primers (kindly provided by C**.** Majerczyk and P. Greenberg, Seattle) and cDNA synthesized using MLV reverse transcriptase (Promega). Second strand synthesis was carried out according to Yoder-Himes and colleagues [17] using nick translation. Double strand cDNA was purified with MinElute columns (Qiagen).

### Illumina Sequencing and Data Analysis

Libraries were prepared for sequencing according to the manufacturer’s instructions (Illumina). Single-end 51 nucleotide sequence reads were obtained using the Illumina HiSeq2000 system at GATC (Konstanz, Germany), processed with Casava version 1.8 and provided to us in fastq format. Sequencing reads were mapped to the Bcc H111 genome using CLC Genomics Workbench v4.9 (CLCbio) allowing up to 2 mismatches per read. RNA-Seq count data were subsequently analyzed with the DESeq software [18], which ranks the differentially expressed genes according to statistical significance. 

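The 150 top ranked genes depended in part on how the ranking was done. Of the 150, 146 were also among the top 150 with TMM size factors, 144 with the total reads as size factors, 149 with all gene reads in place of uniquely mapped reads, and 144 when features with fewer than 10 reads over the 3 libraries were left out. A local dispersion fit kept 134 and a dispersion estimated from the 2 libraries compared kept 141. With edgeR's exact test, 122 were kept at a biological coefficient of variation of 0.4 and 141 at 0.2. In each of these rankings, between 104 and 111 of the genes were lower in the mutant. In a simulation, counts were drawn at the depth of these libraries with a dispersion of 0.1 for every gene. Of 200 genes with a mean of at least 20 reads changed 8-fold, 86% ranked among the top 200, against 63% of those changed 4-fold. The dispersion fitted to the data rises at low counts (0.0993 plus 0.751 divided by the mean count). The simulation lacks this rise, so recovery in the data may be lower.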

We chose to rely on the top 150 differentially expressed genes (DESeq p-value <0.1) for our further analyses. The RNA-Seq raw data files are accessible through the GEO Series accession number GSE41244.

### Verification of RNA-Seq Data by Real Time PCR

The expression of H111 orthologs of J2315 genes BCAL2353, BCAM0186, BCAM0580, BCAM0581, BCAM0854, BCAM1868, BCAM1870 and BCAS0293 was analyzed by qPCR using Brilliant III Ultra-Fast SYBR® Green QPCR Master Mix (Agilent, Switzerland) and a Mx3000P instrument (Agilent, Switzerland). As a template, cDNA prepared from biological replicates was used. Each PCR reaction contained 12.5 µl 2× Brilliant III Ultra-Fast SYBR® Green QPCR Master Mix, 0.7 µM of individual primers and 3 dilutions of cDNA in a total volume of 25 µl. Reactions were run in triplicates. Melting curves were generated to verify the specificity of the respective amplification. Gene expression fold-changes were calculated as described elsewhere [33]. Expression of the primary sigma factor *rpoD* (BCAM0918) which, based on the RNA-Seq data, was found to be unchanged under different conditions was used as a reference for normalization. The primers used are listed in Table S5.

### Preparation of Protein Samples for Shotgun Proteomics

Cellular proteins and extracellular proteins were prepared as described previously [34], [35]. Cells were lysed by two consecutive passes through a French Press homogenizer (Hypramag/Aminco). Unbroken cells and cell debris were removed by 15 min centrifugation at 4000 g. Total cell membranes were then harvested by ultracentrifugation for 1 h at 80000 g, 4°C. The pellet containing total membrane proteins was finally dissolved in 100 mM Tris-HCl, pH 7.5, 2% SDS by incubation at 50°C for 1 h. The cell lysate supernatant containing soluble intracellular proteins was extracted with 6 volumes of ice-cold acetone at −20°C overnight. The precipitated proteins were harvested by centrifugation at 20000 g and dissolved in 100 mM Tris-HCl, pH 7.5, 0.1% SDS. Total protein concentration was determined according to Bradford using the Coomassie Plus™ Protein Assay (Pierce) with BSA as a standard. Approximately 15 µg total protein for each extracellular, intracellular and membrane fractions were separated by 1D SDS-PAGE on 12.5% polyacrylamide gels. Gels were stained with colloidal Coomassie Blue (Serva). Individual protein lanes were cut into ten slices and immediately subjected to in-gel tryptic digestion.

### Protein Identification and Further Analysis

Peptides were separated by RP-HPLC and analyzed by a hybrid LTQ-Orbitrap XL mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) interfaced with a nanoelectrospray source. Mass spectrometric detection was performed in data-dependent mode. Precursor mass spectra were acquired at the Orbitrap mass analyzer with a scan range from *m/z* 300.0 to 1,600.0 using real-time internal calibration on polydimethylcyclosiloxane (PCM) background ions. Resolution was set to 60,000 at *m/z* 400. Mass spectra processing was performed with Xcalibur 2.0.7 (Thermo Fisher Scientific). Peak list generation for database searches was done with Mascot Distiller 2.1.1.0 (Matrix Science, London, UK). The protein search database was built by combining 7,258 *B. cenocepacia* H111 proteins (downloaded from NCBI link: http://www.ncbi.nlm.nih.gov/nuccore/CAFQ00000000.1) with 260 common contaminants (e.g. human keratin, trypsin). All experimental fragment ion spectra were searched with Mascot 2.3 (Matrix Science, London, UK) against a target and randomized decoy database. The following search parameters were applied: fixed modification, cysteine carbamidomethylation; variable modification, methionine oxidation; enzyme, trypsin; peptide tolerance, ±10 ppm; MS/MS tolerance, ±0.5 Da; maximum number of missed cleavages, 2. PSMs were post-processed with Percolator [36] and stringently filtered such that the final FDR at the PSM level was below 0,1%. All PSMs identified at this stringent FDR were subjected to a PeptideClassifier analysis [37]. Only peptides that unambiguously identify one protein (either class 1a or 3a) were used to generate a minimal list of protein identifications, while shared peptides of class 3b that cannot distinguish between proteins encoded by different gene models were not considered. Furthermore, we did not consider proteins identified by a single spectrum (e.g. those supported by transcriptomics evidence [38]), but required at least 2 independent spectra in order to include true low abundant expressed proteins, while at the same time keeping the FDR rates low without going into manual validation of spectra [39]. Total spectral counts were used for the proteins in each experiment as a basis for DESeq analysis. Due to the lower number of counts compared to sequenced reads, we chose a more lenient cut-off of p<0.2 to select the 116 top-ranked differentially expressed proteins for further analysis. The data associated with this manuscript can be downloaded from the ProteomeCommons.org Tranche network using the following hash: t+/Mpgxtm8V3LTW8MYd5cgth39TXezCbwVchze0oCrAzIF07N18bZSOdSCWF8MhYDqAa27VYeUR+Un7R+kM41GyBUV4AAAAAAABluw =  = .

### Ortholog Mapping and Functional Classification

Throughout the manuscript, we rely on the gene nomenclature of strain J2315 orthologs of H111 genes. Amino acid sequences, including the predicted protein sequences from H111, were clustered using the OrthoMCL v1.4 program [40], with the following parameters: -e 1.0e-6 -v 1000–b 1000, an identity cut-off of 50% and a match cut-off of 50%. We also transferred the functional annotations made by the EggNOG software for the well-studied strain J2315 to H111. The EggNOG resource contains non-supervised orthologous groups that were constructed from 1133 organisms (including J2315 but not H111) [19]. It contains extensive functional annotations, whose depth and coverage differ depending on the evolutionary level that is selected, a feature that is based on the underlying principle of the last common ancestor. Therefore, a greater percentage of annotation is given for more focused groups, e.g. the level proteobacteria (proNOG) has more annotations than the level bacteria. When choosing proteobacteria, we could assign functional predictions to 5270 of 7258 H111 protein coding genes (72.6%).

### Construction and Assessment of Transcriptional *lacZ* Fusions

A modified derivative of pSU11 [41] was constructed by amplifying the *dhfr* cassette from pRN3 with primer pair dhfr-fw/dhfr-rev listed in Table S5 and subsequent cloning of the *sphI* fragment into the respective site of pSU11, giving rise to pSU11Tp. The pP*_bapA_*-*lacZ* promoter-probe vector was then cloned using pSU11Tp as described in [11]. Plasmid pP*_cepI_*-*lacZ* was constructed as pP*_bapA_*-*lacZ* with primer pair PcepI-fw and PcepI-rev. For determination of the ß-galactosidase activity, the strains were grown overnight in LB broth, then subcultured in LB medium complemented with AHL and/or BDSF as indicated and grown to late exponential growth phase. ß-galactosidase quantification was performed as described by Stachel *et al*. [42] with some modifications. Briefly, 50–200 µl of cells were harvested and resuspended in 1 ml Z-buffer. After addition of 25 µl of CHCl_3_ and 25 µl of 0.05% SDS, the cells were vortexed for 10 seconds and then incubated at 30°C for 15 min. The reaction was started by adding 200 µl of ONPG (4 mg/ml) and incubated at 30°C. The reaction was stopped by the addition of 500 µl of 1 M Na_2_CO_3_. Cell debris was removed by centrifugation and absorbance at 442 nm was recorded. β-galactosidase activity was graphed as Miller Units, using the formula Miller Units = (1000*OD420)/(time[min]*V[ml]*OD600). Data are based on three independent biological replicates (n = 3).

### Phenotypic Assays

AHL levels were quantified with *P. putida* F117 pAS-C8 as biosensor. 100 µl of supernatant of an overnight culture was mixed in a black 96-well plate with 100 µl of the biosensor strain grown to exponential growth phase. After 16 hours of incubation at 30°C, fluorescence was recorded using a microtiter plate reader (Synergy HT; Bio-Tek, Germany) with excitation at 485 nm and detection of emission at 528 nm. Background fluorescence (sensor strain with LB medium) was subtracted to give relative fluorescence units (RFU). AHL levels (calculated as RFU/OD_600_) were plotted as percentage of wild type. Data are based on at least 3 independent experiments with 6 technical replicates each.

For quantification of BDSF, one-liter cultures of Bcc strains were grown in YEB medium [43] to an OD_600_ of about 3.5 and centrifuged. The supernatants were acidified to a pH of 4.0 with diluted HCl and extracted with ethyl acetate (1.0, vol/vol) twice. Following evaporation of the ethyl acetate, the residue was dissolved in methanol, subjected to flash chromatography for high-performance liquid chromatography (HPLC) profiling analysis on a reverse-phase column (Phenomenex Luna, 5 M C18, 250 by 4.60 mm) and eluted with 80% methanol in H_2_O at a flow rate of 1 ml min^−1^. Peaks were monitored with a UV detector (210 and 254 nm). Synthetic BDSF was used as control.

Biofilm formation was quantified in a microtiter dish assay as described by Huber *et al*. [44]. Briefly, overnight cultures were diluted to an OD_600_ of 0.01 in AB minimal medium [45] supplemented with 10 mM citrate and 100 µl of this suspension were added per well to a 96-well-plate. After 48 h of static incubation at 30°C, the planktonic cells were removed and 100 µl of a 1% (w/v) aqueous solution of crystal violet were added. Following 20 min incubation at room temperature, the wells were washed thoroughly with distilled water. For quantification, the dye was solubilized by the addition of 120 µl DMSO and absorbance was determined at 570 nm. Biofilm levels were plotted as percentage of the wild type. Data are based on at least 3 independent experiments with 8 technical replicates each.

Proteolytic activity was quantified based on the method described by Safarik *et al*. [46], with some modifications: Bacteria were grown in NYG medium (0.5% peptone, 0.3% yeast extract, 2% glycerol) at 37°C to late exponential growth phase and OD_600_ was recorded. Cells were centrifuged in a microcentrifuge and 100 µl of cell free supernatant was incubated with an equal volume of azocasein (5 mg/ml, in 50 mM Tris-Cl pH 8) for 60 min at 37°C. The proteins were then precipitated by adding 400 µl of 10% TCA in ddH_2_O and removed by centrifugation. The supernatant was incubated with 750 µl of 525 mM NaOH and the absorbance at 442 nm was recorded. Protease activity was calculated as OD_442_/OD_600_ and expressed as percentage of the wild type activity. Data are based on at least 3 independent experiments.

### Western Blot

Bacterial strains were incubated on NB plates (3 g/L Bacto Peptone, 5 g/L meat extract, 1.5% agar), supplemented with 10 µM BDSF or 200 nM C8-HSL or both, for 24 h at 37°C. The cells were scraped of, resuspended in 0.9% NaCl and the OD_600_ was adjusted to 4.0. From this cell suspension, 13 µl were loaded on a 12% SDS-PAGE gel and transferred to a polyvinylidene difluoride (PVDF) membrane (Amersham HybondTM-P, GE Healthcare, Munich, Germany). Membranes were incubated with antibodies against BclB [11] or AidA [22]. Detection was performed as described in Inhülsen *et al*. [11].

## Supporting Information

Figure S1 **Overlap between the RpfF_Bc_ stimulon and CepR regulon.** Venn diagram of the RpfF_Bc_ stimulon (light grey circle) and CepR regulon (dark grey circle) as determined by RNA Seq and microarray analysis, respectively. The number of genes with decreased expression in the *rpfF_Bc_* mutant is shown in brackets.
(TIF) Click here for additional data file.

Figure S2 **Transcription of** ***cepI*** **is reduced in an** ***rpfF_Bc_*** **mutant background.** The activity of a *cepI-lacZ* transcriptional fusion was determined in the wild type, the *rpfF_Bc_* and the *cepI* mutant strain. Exogenous addition of 200 nm C8-HSL (AHL) restored *cepI* promoter activity in both mutant backgrounds, whereas the addition of 10 µM BDSF only rescued activity of the transcriptional fusion in the *rpfF_Bc_* mutant background. Error bars indicate SEM, n = 3.
(TIF) Click here for additional data file.

Figure S3 **BDSF levels are not influenced by the CepI/R system.** BDSF was extracted with ethyl acetate from culture supernatant and quantified by high-performance liquid chromatography (HPLC) as described in the Material and Methods section.
(TIF) Click here for additional data file.

Figure S4 **Neither exogenous addition of AHLs nor** ***in trans*** **expression of** ***cepI*** **rescues the biofilm formation defect of an** ***rpfF_Bc_*** **mutant.** Biofilm formation of the *cepI* and the *rpfF_Bc_* mutant in the presence or absence of 200 nM C8-HSL (AHL) or with *cepI* constitutively expressed from plasmid pBBRcepI (empty plasmid control pBBR1MCS5) using the microtiter plate assay. Error bars indicate SEM, n≥3.
(TIF) Click here for additional data file.

Figure S5 **Biofilm formation and protease activity cannot be rescued to wild type levels when the BDSF mutant is grown in the presence of AHLs.** (A) Biofilm formation and (B) protease activity in the *rpfF_Bc_* mutant. The growth medium was supplemented with 200 nM C8-HSL (AHL), with 10 µM BDSF or both signalling molecules as indicated by+and - below each bar. Error bars indicate SEM, n≥3.
(TIF) Click here for additional data file.

Table S1 **Classification of 150 B. cenocepacia H111 genes that showed differential expression in a** ***rpfF_Bc_*** **mutant strain compared to the wild-type (DE-Seq analysis, p-value <0.1).**
(XLSX) Click here for additional data file.

Table S2 **Classification of 116 B. cenocepacia H111 proteins that showed differential expression in a rpfF mutant strain compared to the wild-type (DE-Seq analysis, p-value <0.2).**
(XLSX) Click here for additional data file.

Table S3 Comparison of AHL and BDSF dependent transcriptional regulation of genes **with an experimentally verified** ***cep*** **box.**
(DOCX) Click here for additional data file.

Table S4 **Bacterial strains and plasmids used in this study.**
(DOCX) Click here for additional data file.

Table S5 **Oligonucleotides used in this study.**
(DOCX) Click here for additional data file.

# Supplementary material for: The AHL- and BDSF-Dependent Quorum Sensing Systems Control Specific and Overlapping Sets of Genes in Burkholderia cenocepacia H111
**Source:** PLoS One. 2012 Nov 20;7(11):e49966. doi: 10.1371/journal.pone.0049966
**Supplement:** Table S3 — Comparison of AHL and BDSF dependent transcriptional regulation of genes with an experimentally verified cep box.

# **Table S3.** Comparison of AHL and BDSF dependent transcriptional regulation of genes with an experimentally verified *cep* box.

| **gene** | ***cepR* vs wild-type** | **wild-type vs *rpfF_Bc_*** |
| --- | --- | --- |
| BCAL0510 | -5.7 | 0.8 |
| BCAM1869 | -6.1 | 0.6 |
| BCAM1870 (*cepI*) | -27 | 1.2 |
| BCAS0156 | not regulated | 3.4 |
| BCAS0293 (*aidA*) | -167 | 4.1 |

# Genes containing a promoter region *cep* box to which CepR was shown to bind directly by Wei et al. [1] are listed in the first column. The second and the third columns display fold change of expression in a *cepR* or a *rpfF_Bc_* mutant, respectively, as assessed by Inhülsen et al. [2] and in this study.

References:

1. Wei Y, Ryan GT, Flores-Mireles AL, Costa ED, Schneider DJ, et al. (2011) Saturation mutagenesis of a CepR binding site as a means to identify new quorum-regulated promoters in *Burkholderia cenocepacia*. Mol Microbiol 79: 616–632. doi:10.1111/j.1365-2958.2010.07469.x.

2. Inhülsen S, Aguilar C, Schmid N, Suppiger A, Riedel K, et al. (2012) Identification of functions linking quorum sensing with biofilm formation in *Burkholderia cenocepacia* H111. MicrobiologyOpen 1: 225–242. doi:10.1002/mbo3.24.

# Supplementary material for: The AHL- and BDSF-Dependent Quorum Sensing Systems Control Specific and Overlapping Sets of Genes in Burkholderia cenocepacia H111
**Source:** PLoS One. 2012 Nov 20;7(11):e49966. doi: 10.1371/journal.pone.0049966
**Supplement:** Table S4 — Bacterial strains and plasmids used in this study.

# **Table S4:** Bacterial strains and plasmids used in this study.

| **Strain or plasmid** | **Description** | **Reference** |
| --- | --- | --- |
| Strains |  |  |
| *E. coli* |  |  |
| DH5α | F^-^ Φ80*lacZ*∆M15 ∆(*lacZYA-argF*) *recA1 endA gyrA96 thi-1 hsdR17 supE44 relAl deoR(U169)* | [1] |
| MM294 | F^-^ *endA1 hsdR17 supE44*(AS*) rfbD1 spoT1 thi-1* | [2] |
| S17-1 | RP4 Mob+ | [3] |
| DB3.1λpir | λpir lysogen of strain DB3.1 | [4] |
| Top10 | Δ*lacX74 ara*Δ*139*Δ*(ara-leu)* | Invitrogen |
| *B. cenocepacia* |  |  |
| H111 | CF isolate from Germany, genomovar III | [5,6] |
| H111-R | *cepR*::Km mutant of H111, Km^R^ | [7] |
| H111 ΔcepI | Δ*cepI* mutant of H111, markerless | This study |
| H111-rpfF_Bc_ | *rpfF_Bc_*::pSHAFT2 mutant of H111, Cm^R^ | This study |
| H111 ΔcepI rpfF_Bc_ | Δ*cepI* and rpfF_Bc_::pSHAFT double mutant, Cm^R^ | This study |
| Plasmids |  |  |
| pP_aidA_-*lacZ* | pSU11 containing the putative *aidA* promoter region | [8] |
| pAUC40 | suicide vector, Gateway attR-CmR cassette cloned in pKNG101, *Sm^R^*, *Cm^R^* | [9] |
| pAUC51 | *cepI::Km^R^* cloned in pAUC40 | This study |
| pP*_bapA_-lacZ* | pSU11Tp containing the putative *bapA* promoter region | [8] |
| pBBR1MCS | broad host-range cloning vector; Cm^R^ | [10] |
| pBBR1MCS-5 | broad host-range cloning vector; Gm^R^ | [11] |
| pBBR1MCS5::FLP | Derivative of pBBR1MCS-5 harboring the FLP and *sacB* cassette from pFLP2, *Gm^R^* | This study |
| pBBRcepI | pBBR1MCS-5 containing the *cepI* gene of *B. cenocepacia* H111, Gm^R^ | This study |
| pBBR-cepR | pBBR1MCS containing the *cepR* gene of *B. cenocepacia* H111; Cm^R^ | [8] |
| pP*_bclA_*-*lacZ* | pSU11 containing the *bclA* promoter region | [8] |
| pP*_cepI_*-*lacZ* | pSU11 containing the *cepI* promoter region | This study |
| pDONR221 | Gateway donor plasmid, *Kan^R^* | Invitrogen |
| pFLP2 | Plasmid source of the FLP cassette | [12] |
| pKD4 | source of *KanR* cassette | [12] |
| pRK2013 | RK2 derivative, *mob^+^ tra*^+^ *ori* ColE1; Km^R^ | [13] |
| pRN3 | source of dhfr cassette | [14] |
| pSHAFT2 | Broad-host-range suicide plasmid, mobilisable for conjugation, Cm^R^ | S. Shastri / M.S. Thomas, manuscript in preparation |
| pSHAFT-rpfF_BC_ | pSHAFT2 containing an internal fragment of *rpfF_Bc_* | This study |
| pSU11 | promoter probe vector; Gm^R^ | [14] |
| pSU11Tp | pSU11 derivative harboring dhfr cassette from pRN3, Tp^R^ | This study |

References:

1. Hanahan D (1983) Studies on transformation of *Escherichia coli* with plasmids. Journal of Molecular Biology 166: 557–580. doi:10.1016/S0022-2836(83)80284-8.

2. Meselson M, Yuan R (1968) DNA restriction enzyme from *E. coli*. Nature 217: 1110–1114. doi:10.1038/2171110a0.

3. Simon R, Priefer U, Pühler A (1983) A Broad Host Range Mobilization System for In Vivo Genetic Engineering: Transposon Mutagenesis in Gram Negative Bacteria. Bio/Technology 1: 784–791. doi:10.1038/nbt1183-784.

4. House BL, Mortimer MW, Kahn ML (2004) New Recombination Methods for *Sinorhizobium meliloti* Genetics. Applied and Environmental Microbiology 70: 2806–2815. doi:10.1128/AEM.70.5.2806-2815.2004.

5. Römling U, Wingender J, Müller H, Tümmler B (1994) A major *Pseudomonas aeruginosa* clone common to patients and aquatic habitats. Appl Environ Microbiol 60: 1734–1738.

6. Gotschlich A, Huber B, Geisenberger O, Tögl A, Steidle A, et al. (2001) Synthesis of multiple *N*-acylhomoserine lactones is wide-spread among the members of the *Burkholderia cepacia* complex. Syst Appl Microbiol 24: 1–14. doi:10.1078/0723-2020-00013.

7. Huber B, Riedel K, Hentzer M, Heydorn A, Gotschlich A, et al. (2001) The *cep* quorum-sensing system of *Burkholderia cepacia* H111 controls biofilm formation and swarming motility. Microbiology 147: 2517–2528.

8. Inhülsen S, Aguilar C, Schmid N, Suppiger A, Riedel K, et al. (2012) Identification of functions linking quorum sensing with biofilm formation in *Burkholderia cenocepacia* H111. MicrobiologyOpen 1: 225–242. doi:10.1002/mbo3.24.

9. Carlier A, Burbank L, von Bodman SB (2009) Identification and characterization of three novel EsaI/EsaR quorum-sensing controlled stewartan exopolysaccharide biosynthetic genes in *Pantoea stewartii* ssp. *stewartii*. Mol Microbiol 74: 903–913. doi:10.1111/j.1365-2958.2009.06906.x.

10. Kovach ME, Phillips RW, Elzer PH, Roop RM, Peterson KM (1994) pBBR1MCS: a broad-host-range cloning vector. Biotechniques 16: 800–802. doi:51199426.

11. Kovach ME, Elzer PH, Steven Hill D, Robertson GT, Farris M a, et al. (1995) Four new derivatives of the broad-host-range cloning vector pBBR1MCS, carrying different antibiotic-resistance cassettes. Gene 166: 175–176. doi:10.1016/0378-1119(95)00584-1.

12. Datsenko KA, Wanner BL (2000) One-step inactivation of chromosomal genes in *Escherichia coli* K-12 using PCR products. Proc Natl Acad Sci U S A 97: 6640–6645. doi:10.1073/pnas.120163297.

13. Figurski DH, Helinski DR (1979) Replication of an origin-containing derivative of plasmid RK2 dependent on a plasmid function provided in trans. Proc Natl Acad Sci U S A 76: 1648–1652.

14. O’Grady EP, Viteri DF, Malott RJ, Sokol PA (2009) Reciprocal regulation by the CepIR and CciIR quorum sensing systems in *Burkholderia cenocepacia*. BMC Genomics 10: 441. doi:10.1186/1471-2164-10-441.

# Supplementary material for: The AHL- and BDSF-Dependent Quorum Sensing Systems Control Specific and Overlapping Sets of Genes in Burkholderia cenocepacia H111
**Source:** PLoS One. 2012 Nov 20;7(11):e49966. doi: 10.1371/journal.pone.0049966
**Supplement:** Table S5 — Oligonucleotides used in this study.

# **Table S5.** Oligonucleotides used in this study.

| **Primer** | **Sequence (5' - 3')^a^** |
| --- | --- |
| cepI_orf_fw | CCGAATTCAGCACAGATCCGAGGACAT |
| cepI_orf_rev | CCTCTAGAAGACTGGTCCACGTTGGTT |
| cepIDnGW | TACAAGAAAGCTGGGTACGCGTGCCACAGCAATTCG |
| cepIDnkan | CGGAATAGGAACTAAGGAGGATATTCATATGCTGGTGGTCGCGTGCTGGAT |
| cepIUpGW | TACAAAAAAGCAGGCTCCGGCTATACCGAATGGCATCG |
| cepIUpkan | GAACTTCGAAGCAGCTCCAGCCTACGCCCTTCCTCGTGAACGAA |
| dhfR-fw | GCATGCGGTCTGACGCTCAGTGGAACG |
| dhfR-rev | GCATGCGCTTAGGCCACACGTTCAAG |
| GW-attB1 | GGGGACAAGTTTGTACAAAAAAGCAGGCT |
| GW-attB2 | GGGGACCACTTTGTACAAGAAAGCTGGGT |
| Pbap-fw | CTCGAGCGAATAAGGTGAACCAATCCAG |
| Pbap-rev | AAGCTTATAGTTGGCCACGTCCTCTTT |
| PcepI-fw | GGCTCGAGGGCCGCGCATTCCTCTGACG |
| PcepI-rev | GGAAGCTTGCCGATAGCGCCCGAGATCC |
| pKD4fwd | TAGGCTGGAGCTGCTTCGAAGTTC |
| pKD4rev-2 | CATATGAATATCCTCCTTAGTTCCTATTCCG |
| pSHAFTcheck | AAGGTGACCGCGTATTATTA |
| rpfF_Bc_check | AAGCTTAACCACATCTCACGAGGACA |
| rpfF_Bc_-fw | AAGCTTCCGCAGTCTTCGTACCACTC |
| rpfF_Bc_-rev | GGATCCTTCAACCAGCAACTCGTCAC |

^a^ restriction sites used for cloning are underlined

How the deposited data were processed for this re-analysis (not part of the article)

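Transcripts were measured by RNA-Seq in 3 libraries of B. cenocepacia H111, 1 each from the wild type, the rpfF mutant and the rpfF mutant grown with 10 µM BDSF. The authors mapped single-end Illumina reads to the H111 genome with the CLC Genomics Workbench and deposited counts of uniquely mapped reads and of all gene reads for 7406 features in each library. The deposited RPKM values were made by the authors from all gene reads, the feature length and the sum of all gene reads of the library, ribosomal features included. How the authors shared out reads that map to several places is not stated. The RPKM values were not used for any comparison, because about 98.8% of the reads behind their scaling in the wild type fell on 12 features of ribosomal RNA length.

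The uniquely mapped reads, 446755 in the wild type, 634008 in the mutant and 296025 in the mutant with BDSF, were taken as counts. Size factors were the median of ratios to the geometric mean over features with reads in all 3 libraries, which gave 1 for the wild type. Genes were ranked with the negative binomial test of the first version of DESeq, which the paper used. That version is not installed, so the test was written anew in R 4.3.3: a blind dispersion estimate over the 3 libraries, a parametric fit used without the gene-wise values, and a conditioned test of 2 libraries. The paper's text does not give the options of its own run. With 1 library per condition the variation between cultures cannot be estimated. The quasi-likelihood test of edgeR could not be used, and tests with a blind or fixed dispersion compare the libraries, so they served for ranking only and no p-value is given. The script was tested on simulated data in which 200 genes with a mean of at least 20 reads were changed by known fold changes. With a dispersion of 0.03 it recovered 97% of the genes changed 8-fold, 89% of those changed 4-fold and 54.5% of those changed 2-fold. With a dispersion of 0.1 it recovered 86% and 63% of the genes changed 8-fold and 4-fold. A gene counted as recovered when it ranked among the top 200. Each simulation drew all genes at the same dispersion, without the rise at low counts that the fit to the data has.

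Fold changes are ratios of normalized reads without a pseudocount. Their 95% intervals are Clopper-Pearson intervals of the reads of 1 library among the reads of both, and shares have 95% Wilson intervals. The reads carry no molecular identifiers, so intervals and floors cover counting error only. A down-regulated gene was called restored when its wild type to complemented fold change was under 2, and an up-regulated gene when its complemented to wild type fold change was under 2. As a comparison, the 150 top ranked genes of the wild type against the complemented library were taken, and the share of those lower in the complemented library whose wild type to mutant fold change was under 2 was computed (the reverse selection).

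The alternatives set before the data were examined were edgeR's TMM size factors, total reads as size factors, the column of all gene reads, a minimum of 10 reads over the 3 libraries, a local dispersion fit (locfit 1.5.9.12), a dispersion from the 2 libraries compared, edgeR's exact test (edgeR 4.0.16) with the biological coefficient of variation fixed at 0.4 or 0.2, restoration at a fold change under 1.5 or 3, and a pseudocount of 1 for single genes. A ranking of the features with a locus identifier only, and a count of genes within 2-fold of the wild type in either direction, were added after seeing the data. Summaries were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

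The genes to be named were fixed beforehand as every gene the paper names for its RNA-Seq data, the genes of Table 3 and Table S3, rpfF and its neighbours, and the best ranked genes in each direction. The identifiers in the data are not paired with the names in the paper's tables, and no annotation was used here that would pair them. Comparisons of the genes of Tables 1, 2 and S1 and of the cepacian clusters were therefore not made, and only the 2 best ranked genes lower and the 2 best ranked genes higher in the mutant are named. The proteomic, reporter and phenotypic experiments were not analysed here.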

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

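For the short features without a locus identifier, the test of the size factors was chosen only after the result was seen. So was the comparison of summed reads with other short features. The other tests of this part were set down before it.

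The paper does not report on features without a locus identifier. Of these, 57 are shorter than 100 bp, the length of transfer RNA genes, and their summed reads stood above the level the depth can show. They had 412 unique reads in the wild type, 813 in the rpfF mutant and 294 in the mutant with BDSF, or 412, 545 and 434 normalized reads. The log2 mutant to wild type ratio of the sums was 0.40 (95% Clopper-Pearson interval 0.23 to 0.58, counting error only), and the log2 ratio of the mutant with BDSF to the wild type was 0.08. Of the 17 such features with at least 10 reads in the wild type and the mutant together, 12 were higher in the mutant. None of the 57 was among the 150 top ranked. Short features of any kind could be higher in the mutant library for a technical reason. The 128 features of at most 200 bp with a locus identifier and at least 10 reads had a median log2 ratio of 0.26, against 0.56 for the 17 features and 0.01 for longer features. By medians the shift of short features is thus slightly under the level, 50% of 0.56, set for this explanation. By summed reads it is over 50% of 0.40. The 576 features of at most 200 bp with a locus identifier had a log2 mutant to wild type ratio of 0.26 (0.20 to 0.31). Their log2 ratio of the mutant with BDSF to the wild type was 0.34, against 0.08 for the 57 features. The outcome depends on the measure, and the shift of short features may account for part of the difference. Reads that map to several places do not remove it, since with all gene reads the log2 ratio of the sums was 0.48, and neither do the size factors, since with total reads as size factors it was 0.48. A difference in library preparation was not tested and cannot be told apart from an effect of the mutation with 1 library per condition, so the pattern stays a hypothesis.

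The paper discusses genes that differ between the wild type and the mutant. Genes apart in the complemented library alone lie outside that set. With a fold change of at least 4 from both other libraries and at least 20 normalized reads, 4 features were apart in the complemented library, 2 higher and 2 lower. The same rule found 49 features apart in the mutant alone, 14 higher and 35 lower, and 11 in the wild type alone, 9 higher and 2 lower. Counting noise in the shallowest library is a possible explanation. In 100 draws of Poisson counts from common means at the real depths, the median number of features apart in the complemented library was 0 and the largest was 1. Such draws hold no variation between cultures, so with 1 library per condition these 4 features cannot be told apart from ordinary variation.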

How the results depend on the processing

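The number of genes lower in the mutant, the shares of restored genes and the fold changes of the 4 named genes were recomputed with 1 processing choice changed at a time. The counts of neighbouring genes and runs, the like neighbours, the features apart in 1 library and the order of locus numbers were not recomputed under these alternatives. Of the 61 repeated values, 54 stayed within 1.5 times (for counts) or within the 95% interval of the value as reported (for shares and single genes), and 7 moved. The number of genes lower in the mutant among the 150 top ranked stayed between 104 and 111 under the 8 alternatives set before the data were examined and the 1 ranking of features with a locus identifier, which was chosen after seeing the data.

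The 7 values that moved were shares of restored genes, and 6 of them moved with the measure of restoration. With a fold change under 1.5, the share of restored genes was 54.1% for the down-regulated genes and 37.4% under the reverse selection. With a fold change under 3, it was 81.1% for the down-regulated genes, 84.6% for the up-regulated genes and 63.7% under the reverse selection. With edgeR's exact test at a biological coefficient of variation of 0.4, the share of restored genes among the up-regulated ones was 45.7%. The cause was not tested. With restoration counted within 2-fold of the wild type in either direction, which was chosen after seeing the data, the share for the down-regulated genes was 54.1%. The share under the reverse selection was below the 95% interval of the restored share in each setting except 2, with the genes taken as independent although neighbours were alike. With edgeR's exact test at a coefficient of variation of 0.4 the shares were 51.5% against 60.6% (51.0 to 69.4%), and with restoration within 2-fold in either direction they were 49.5% against 54.1% (44.8 to 63.0%).

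The log2 fold changes of the 4 genes named at the claims stayed within their counting intervals with TMM size factors, total reads as size factors, all gene reads and a pseudocount of 1. The pseudocount changed BCAZ2357 most, from 7.51 to 6.20, because a single read was counted in the mutant.

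No alternative changed the depth of a library, so its effect on the restored share was not measured. The comparisons that need the paper's gene names were not run under any setting: the overlap with Table S1, the genes of Tables 1 and 2, the cepacian genes and the restored share over the genes of Table S1. No paired analysis was possible because each condition has 1 library. For the same reason no library was left out in turn and no other splits of the samples were made.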

Differences from the paper's values

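The median normalized count of the down-regulated genes was 86 in the wild type, where Fig. 1B shows about 130, read by eye. In the rpfF mutant it was 12.7, where Fig. 1B shows about 21, read by eye. The paper's text does not state which genes and which scaling Fig. 1B uses. Normalized counts depend on that scaling, so these differences may be ones of scale. Of the alternatives set before the data were examined, the minimum of 10 reads over the 3 libraries (104 in the wild type and 17.3 in the mutant) and edgeR's exact test with a coefficient of variation of 0.2 (105 and 17.4) brought both medians within 1.5 times the paper's. TMM size factors, total reads as size factors, all gene reads, the local dispersion fit, the dispersion from the 2 libraries compared and edgeR's exact test with a coefficient of variation of 0.4 did not, and neither did the ranking of features with a locus identifier, which was chosen after seeing the values. In the mutant with BDSF the median was 85.6, where Fig. 1B shows about 80, read by eye. There the local dispersion fit (45.8) and edgeR's exact test with a coefficient of variation of 0.4 (39.1) took the median more than 1.5 times below the paper's, and the other alternatives did not.

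The largest finite wild type to mutant fold change over all features was 271, against the paper's 2307 in Table S1. None of the alternatives set before the data were examined closed the gap, with values from 258 to 271. The paper's Table 2 gives a far lower value, also below 271, for the gene that has the fold change of 2307 in Table S1. The paper's own tables thus differ on this gene, and the gap need not come from the data. The paper's largest value in Table 1, 280.2, lay within 1.5 times the largest fold change here.

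The share of down-regulated genes restored with BDSF was 67.6%, against the paper's 85%, a ratio under 1.5. The value came closest to the paper's with restoration counted at a fold change under 3, 81.1%, and none of the settings reached it. The paper's text does not state a cut-off for restoration, so its share and the shares here may not rest on the same measure. With restoration counted within 2-fold of the wild type in either direction, which was chosen after seeing the values, it was 54.1%, as it was with a fold change under 1.5.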

Other observations

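The reverse selection below was set before the data were examined. The tests of neighbouring genes and of the order of locus numbers were chosen only after the results were seen.

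Genes chosen for a low value in 1 library tend to rise in the next by chance, and this could account for restoration with BDSF. Among the 150 top ranked genes of the wild type against the complemented library, 91 were lower in the complemented library, and 47 of these had a wild type to mutant fold change under 2, a share of 51.6% (95% Wilson confidence interval 41.5 to 61.6%). This lies below the interval of the share restored with BDSF, 58.4 to 75.6% around 67.6%, although the 2 intervals overlap. The call depends on the setting. With edgeR's exact test at a coefficient of variation of 0.4, the share under the reverse selection, 51.5%, lay inside the interval of the restored share (51.0 to 69.4% around 60.6%). With restoration counted within 2-fold of the wild type in either direction, which was chosen after seeing the data, 49.5% lay inside 44.8 to 63.0% around 54.1%. These intervals treat genes as independent, while neighbouring genes were alike in restoration, so they are too narrow and the calls made with them are tentative. The share under the reverse selection is also no plain chance rate. Each list is filled to 150 genes, and the genes of the reverse list had a median of 33 reads in the wild type and a median fold change of 4.06, against 86 reads and 5.09 for the genes lower in the mutant. The 2 lists share 26 genes, which were lower in both. A count that treats the libraries alike differed more. With both other libraries at 20 or more normalized reads, 35 features were at least 4-fold lower in the mutant than in both others, against 2 in the complemented library and 2 in the wild type. How much of the restored share comes from chance selection is not settled by these 3 libraries.

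Restoration was shared by neighbours. Among the 111 down-regulated genes there were 45 pairs of adjacent features, and in 39 of them both or neither were restored. When the status was shuffled among the 111 genes 10000 times, the median number of like pairs was 25 and the largest 37. Counting noise that acts on each gene separately would not give like neighbours, so a candidate explanation is that transcripts of adjacent genes responded together. Runs differed from each other. The 10 features on chromosome 2 from 1866062 to 1878943 rose above the wild type with BDSF (wild type to complemented fold change 0.374), while none of the 6 features from 314580 to 331296 was restored (18.3), and none of 4 features on chromosome 1 from 1397152 to 1400768 was (3.29). With 1 library per condition, a difference between the cultures that is unrelated to BDSF cannot be told apart from an effect of the signal, and no biological explanation was tested.

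The paper's locus numbers may run along the order of the identifiers in the data. For 52 of the 143 genes of Table S1 with both fold changes, exactly 1 feature had both of the paper's values. For 64 genes a feature could be predicted from other genes within 15 locus numbers, without using the gene's own values, and in 60 of these (93.8%) the predicted feature had both fold changes within 15% of the paper's, beyond rounding. Of the features next to the predicted ones, 10.2% had. With tolerances of 5, 10, 20 and 25% in place of 15%, the predicted feature had both in 85.9, 92.2, 96.9 and 96.9% of the genes, and the next features in 2.34, 7.81, 15.6 and 18.0%. Coincidence of fold changes alone would not give this difference. The relation is a hypothesis found from the values themselves, and it was not used to name any gene.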
